# Circular RNA Microarray Analyses in Hepatic Ischemia-Reperfusion Injury With Ischemic Preconditioning Prevention

**DOI:** 10.3389/fmed.2021.626948

**Published:** 2021-03-08

**Authors:** Xinyao Tian, Yan Hu, Yuanxing Liu, Zhe Yang, Haiyang Xie, Lin Zhou, Shusen Zheng

**Keywords:** circular RNA, ischemia-reperfusion injury, ischemic preconditioning, microarray analyses, high-throughput sequencing

## Abstract

Ischemic preconditioning (IPC) represents an effective intervention to relieve hepatic ischemia-reperfusion injury (IRI). Systematic detection of circRNA expression revealing the protection effect of IPC still remains to be elucidated. Here, we applied a microarray to detect circRNA and mRNA expression in ischemic liver with and without IPC (*n* = 3 in each group). Compared with the sham group, there were 39 circRNAs and 432 mRNAs increased and 38 circRNAs and 254 mRNAs decreased (fold change ≥1.5, *P* < 0.05) in the group of hepatic IRI. As the result of IPC intervention, 43 circRNAs and 64 mRNAs were increased, and 7 circRNAs and 31 mRNAs were decreased in the IPC group when compared with IRI. We then identified circRNA_017753 as the most possible target that may closely relate to IPC protective signaling and predicted Jade1 as the target related to circRNA_017753. Three possible circRNA–miRNA–mRNA axes were constructed that may play a vital role in protective mechanisms in IPC. The study for the first time systematically detects the dysregulated circRNAs and mRNAs in response to hepatic IRI and IPC intervention. Our profile and bioinformatic analysis provide numerous novel clues to understanding the pathophysiologic mechanism of IPC protection against hepatic IRI.

## Introduction

Hepatic ischemia-reperfusion injury (IRI) occurs in clinical circumstances, including hepatic resection, transplantation, liver trauma, or septic shock (1). The reperfusion aggravates hepatic injury after ischemia. Concerning mechanisms involve microcirculatory failure, inflammatory cytokine release, and reactive oxygen species accumulation (2, 3). Especially in the surgical procedures of hepatic resections and liver transplantation, IRI not only contributes to organ damage, but also reduces the long-term survival rates. Therefore, strategies to reduce hepatic IRI and improve patient outcomes is clinically important at any point.

Ischemic preconditioning (IPC) refers to an intrinsic procedure in the form of repeated short episodes of ischemia that increase the resistance of organs against IRI. This powerful intervention for protection against IRI was first reported in 1986 by Murry et al. (4). Though, today, the surgical techniques and clinical conditions improve rapidly concerning the intervention of IPC, the precise molecular mechanisms behind IRI and the protection effect of IPC still remain an important problem. Moreover, recent studies comparing different protective methods of IRI have demonstrated variable protective mechanisms in IPC and ischemic postconditioning (IPostC) (5, 6). The mechanism of comparative and collaborative research on IPC and IPostC are of great significance in the research on IRI.

Nowadays, high-throughput RNA sequencing and microarray of gene files have been widely applied among different species and diseases. Such transcriptome research can not only testify to gene functions and structures comprehensively, but also disclose the specific pathophysiologic mechanism underlying disease. However, a majority of the existing research remains limited to the coding RNA. On its rising slope, the quantity and quality of research on ncRNAs remains insufficient. Circular RNAs (circRNAs), the novel type of endogenous ncRNAs, has widely attracted scientists' attention lately (7). Compared with linear RNAs, the structure of covalently closed loops determines the stability of circRNAs by providing resistance to the exonuclease (8). With the development of this technique, an increasing amount of research has revealed the features of a majority of circRNAs in mammalian cells. They are endogenous, conserved, stable, and abundant, making them ideal therapeutic targets or potential biomarkers for the future (9–12).

A previous study applying microRNA microarrays has detected several miRNAs with significant expressive changes upon hepatic IPC following IRI (13). Moreover, a recent study conducted by Ye Z et al. investigated differentially expressed cirRNAs in liver IRI (14). Using a microarray, Zhang P et al. went further, comparing cirRNAs in hepatic IRI with or without IPostC and regarded mmu_circRNA_005186 as having a potential protective role in IPostC (15). However, systematic detection of the dysregulated circRNAs and mRNAs in response to IPC intervention still remains to be elucidated. Here, we suppose that the expressive alteration of circRNAs may closely relate to the pathophysiologic mechanism of hepatic IRI and may contribute to IPC-mediated protection against hepatic IRI. Comprehensive application of microarray, quantitative real-time PCR (qRT-PCR), and a progressive analysis were applied to reveal the expressive changes of circRNAs in the model of hepatic IRI with or without IPC and to investigate the protective circRNAs related to hepatic IPC intervention. Our data may offer a new understanding of the mechanical basis of IPC and may provide a possible research target for prospective studies.

## Materials and Methods

### Experimental Animals

C57BL/6 male mice were obtained for our study. Each mouse weighed from 18 to 22 g and was fostered in a temperature-constant room and nourished by a standard chow pellet diet. Preoperative fasting was performed 12 h before the surgical procedure without water prohibition. The experiments were performed in accordance with the Institutional Animal Committee guidelines. All animal protocols were approved by the Institutional Ethics Committee.

### Model Construction and Experimental Groups

The hepatic IRI model was established by hepatic artery occlusion with clips as described previously (16). Briefly, after being anesthetized by pentobarbital (50 mg/kg body weight) and laparotomy, the mouse's portal vein and hepatic artery were isolated and temporarily clipped by atraumatic microvascular clip. After 1 h of ischemia to 70% of the liver, the vascular clip was wiped off to allow 6 h hepatic reperfusion. The ischemia extent was assessed by pale color of liver or pulselessness. Also, the recovery of the pale color and the pulse were considered to confirm valid hepatic reperfusion.

Three groups of the mouse model were constructed (*n* = 8 in each group): (1) sham group: sham model underwent portal vein and hepatic artery isolation with no occlusion; (2) IRI group: IRI model underwent IRI surgery without IPC; (3) IPC group: IPC was induced by 10 min of ischemia and 10 min of reperfusion before the intervention of IRI as reported previously (17). All the mice were sacrificed, and blood and organ samples were obtained at the end.

### Histological Analysis

To achieve hepatic injury, we collected hepatic samples from the different groups of mice and embedded them in paraffin. Then, 5 μm thickness consecutive sections were stained separately with hematoxylin and eosin (H&E), immunohistochemistry of F4/80, and Ly6G + and evaluated by microscopy.

### Analyses of Hepatic Injury and Cytokine Levels

Serum levels of alanine aminotransferase (ALT) and aspartate aminotransferase (AST) levels were tested using assay kits following the manufacturer's instructions (Nanjing Jiancheng). The levels of interleukin (IL)-6 and tumor necrosis factor (TNF)-α were measured using immunosorbent assay kits from the ENGTON Bio-engineering Limited Company (Shanghai, China) following the kit instructions.

### RNA Extraction

Tissue RNA was extracted from each hepatic sample using Trizol (Invitrogen, Carlsbad, CA, USA) following the instructions. The concentration and purity of RNA were accessed by a NanoDrop 2000 spectrophotometer (Thermo Scientific, MA, USA). Genomic DNA (gDNA) residual and RNA integrity were measured by denaturing agarose gel electrophoresis.

### Labeling and Hybridization

We selected three samples randomly from each group for microarray studies. RNA labeling and hybridization were done following the Agilent One-Color Microarray-Based Gene Expression Analysis construction. The microarray hybridization was applied following the manufacturer's instructions; five probes were used to increase the confidence of each transcript. To enrich circRNAs, total RNA of each sample was soaked with RNase R (Epicentre, Madison, WI, USA) to remove linear RNAs. Then, the Arraystar Labeling Kit (Arraystar, Rockville, USA) was used to transcribe circRNAs into fluorescent cRNA. Such cRNAs were then hybridized to the Arraystar circRNA array V_2_.0 (8x15K). The Agilent Scanner was applied to detect the arrays following washing the slides. In the mRNA study, the whole mRNA microarray (Agilent Technology, CA, USA) was conventionally applied.

### Microarray Information Analyses

Array data was processed by Agilent Feature Extraction software (version 11.0.1.1) and R software limma package. Low-intensity filtering was then applied after quantile normalization. The prominent different expressive circRNAs/mRNAs were sorted following the fold-change cutoff (fold change ≥ 1.5) or using volcano plot filtering. Distinctive circRNA/mRNA expression patterns were shown by hierarchical clustering.

### Pathway Analyses

Gene Ontology (GO) analyses (http://www.geneontology.org) were conducted to set up gene annotation built upon different organisms. Gene functions include cellular components (CC), biological processes (BP), and molecular functions (MF). The -log10 (*P*-value) represented GO score, denoting the abundance in different genes. Also, pathway clusters were harvested using Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses relying on existing molecular networks from various gene data. The -log10 (*P*-value) indicated the KEGG score, denoting the significant relationship with the putative pathway.

### Quantitative Real-Time Polymerase Chain Reaction (qRT-PCR)

The HiScript RT SuperMix for qPCR (+gDNA wiper) (Vazyme, Nanjing, China) was applied to reverse transcribe the total RNAs of each group following the protocol. QPCR using the SYBR Green kit (TaKaRa, Dalian, China) was applied to evaluate the expression levels of the circRNAs and mRNAs. Primers for mRNAs were routinely used. To amplify the circRNA junctions, we designed specific divergent primers based on the sequence obtained from the database “circBase” (http://www.circbase.org/). By using the 2-ΔΔCt method that normalizes against the expression of the β-actin gene, the circRNA and mRNA relative expressions were calculated. GenePharma (Shanghai, China) was applied to design, verify, and synthesize all primers. All sequences are as in Table 1.

**Table 1:** Primer sequences used for qRT-PCR analysis of circRNA and mRNA levels.

**Name**	**Primer F (5′−3′)**	**Primer R (5′−3′)**
mmu_circRNA_007095	CTATCTCTCAGAGGCAGGGG	TGGGTTTGAAGACAGCAACG
mmu_circRNA_017753	CGCAAGGTCACTGGAGGAAT	TCTTAACTGCCACACGATGC
mmu_circRNA_010415	AACTGGGCCGTGGCAATC	CACTGACACTCTTTCCCTCTGG
mmu_circRNA_000895	CTTGTCAGCCTCAGTGGGA	CTCAGAGGTCGTTTAGCTTGG
mmu_circRNA_001946	TCGGCGTTTTGACATTCAGG	GGAAGACCTTGGTACTGGCA
mmu_circRNA_027197	TGTTTGTGACCTCCCTCTCC	CAGAATCACGCCACACACTT
mmu_circRNA_010498	TGATTTCTTCTGTTATGGTGGCG	TGCATAGTCGTTGAAGAAGGC
Gclc	AGCCCTACGGAGGAACGA	CCTCTGGGTTGGGTCTGTG
Krt18	CTTGCCGCCGATGACTTT	TGCAGCCTTGTGATGTTGG
Hacl1	TCCCTCCAATGTGCCTCTT	CCTGCCTCAGCGAGTGTTG
Stim1	GCTGGCAAGAAGGCAATG	AAAGAAAGGAAGGGAGGTGAA
Phc3	TCGGGATGTGAGGATTAGGA	CGGGCAAAGAATGGATGAA
β-actin	AGAGGGAAATCGTGCGTGAC	CAATAGTGATGACCTGGCCGT

### Prediction of circRNA/miRNA Coactions

Arraystar's commercial miRNA coaction prediction software was applied to predict the circRNA/miRNA coaction. The database is based upon the existing online informatics tools miRanda (http://www.microrna.org/) and TargetScan (http://www.targetscan.org/). The Arraystar's miRNA scores of support vector regression (mirSVR) were used as a basis to rank miRNAs, and the miRNAs ranking the highest were considered for further analysis.

### circRNA–miRNA–mRNA Pathway Prediction

Arraystar's software was applied to search circRNA_017753 MERs and select top potential target miRNAs based on match sequences. Then, top target miRNAs for the circRNA were selected according to the databases miRDB (http://mirdb.org/) and TargetScan. Based on the ceRNA theory, the direction of circRNA and mRNA changes in the same orientation. To reveal the beneficial mechanisms of the circRNA_017753 in hepatic IPC, we identified predicted downstream mRNA targets in the IRI group and elevated in the IPC group and constructed a Venn diagram. In the end, we selected the overlaying mRNAs and constructed the circRNA–miRNA–mRNA pathway.

### Statistics

In the microarray data, a circRNA/mRNA fold change ≥ 1.5 was selected, and *P* < 0.05 was conventionally regarded as significant. GraphPad Prism 5.0 (GraphPad Software, CA, USA) was applied to analyze other data, and all data were indicated as the mean ± standard deviation. One-way analysis of variance followed by the Student–Newman–Keuls test were applied to compare data with normal distribution. The Kruskal–Wallis test and the Wilcoxon rank sum test with Bonferroni adjustments were used to compare data with nonnormal distributions. Means between two groups were compared by a two-tailed Student *t*-test. *P* < 0.05 was regarded as significant.

## Results

### Evaluation of Hepatic IRI and Hepatic Protection by IPC

The blood index of hepatic injury after hepatic IRI with or without IPC were tested to identify the beneficial effect of IPC in the study. As presented in our H&E staining, liver IRI induced a marked hepatocellular necrosis. In contrast, mice with IPC presented with only minor signs of ischemic congestion and necrosis. Our histochemical evaluation of F4/80 showed an intense inflammatory process occurring in ischemic parenchyma and alleviated levels in IPC. Also, the immunohistochemistry of Ly6G + showed a decreased level of infiltrating Ly6G + cells (a neutrophil plasma membrane biomarker) comparing the IPC and IRI groups (Figure 1A). The hepatic injury by IRI and the beneficial effect of IPC were further identified by serum examination. Serum ALT and AST were upregulated after hepatic IRI, and IPC remarkably decreased serum transaminase levels (Figure 1B). In addition, IPC ameliorated the TNF-α and IL-6 increase caused by IRI (Figure 1C). The results indicate that the current IPC intervention is effective enough to protect the liver against IRI. Hence, the model is suitable for comparing the circRNAs among IRI with or without IPC intervention.

**Figure 1:**
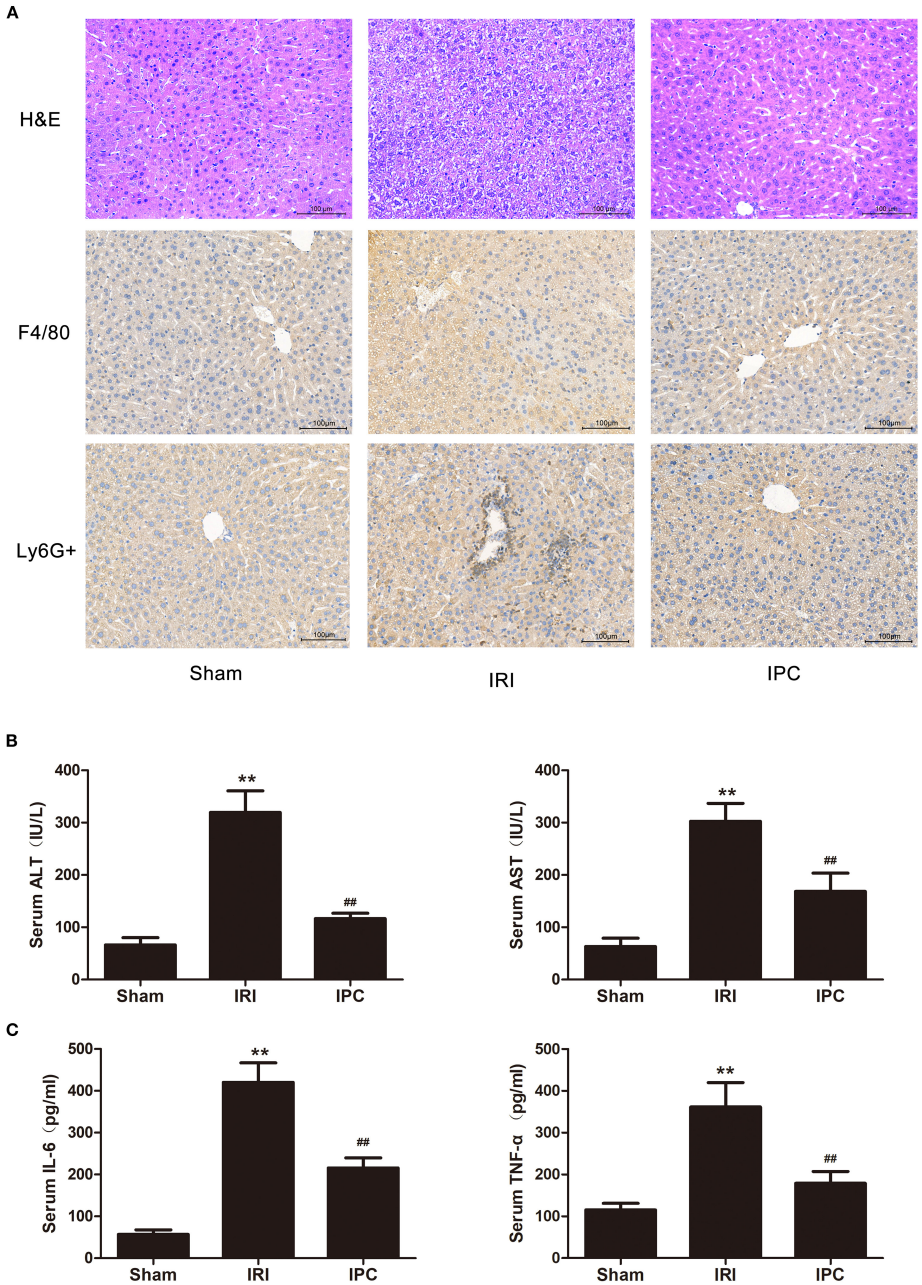
The IPC model is suitable for investigating mechanisms of protecting the liver against IRI. **(A)** H&E staining (up), immunohistochemistry of F4/80 (middle), and Ly6G + (down) images are shown for the hepatic histopathological alteration (magnification × 200). **(B)** Serum levels of ALT and AST. **(C)** Serum levels of IL-6 and TNF-α. Data are expressed as the means ± SD, *n* = 8. ^**^P <0.01 compared with the sham group; ^*##*^*P* <0.01 compared with the IRI group.

### Comparison of circRNA and mRNA in Hepatic IRI and IPC

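The circRNA arrays of 9 mouse livers were analyzed, with 3 arrays in each of the sham, IRI and IPC groups. IRI was 1 h of partial hepatic ischemia followed by 6 h of reperfusion, and IPC was 10 min of ischemia and 10 min of reperfusion before it. In sham mice the vessels were only isolated. RNase R, an enzyme that digests linear RNA, was applied before the RNA was labeled with a single dye and hybridized. Each array held 15712 spots, of which 14236 were circRNA probes with 1 spot each. The files list these probes by the array maker's own IDs and do not pair them with circRNA names or genes. The methods state that several probes were used for each transcript. The files do not group probes by transcript, so each probe is counted as 1 circRNA here, and numbers of circRNAs are numbers of probes. The mRNA arrays were not analysed here.

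The authors deposited the scanner output of each array, in which Agilent Feature Extraction gives every spot a background-corrected intensity and a flag for spots well above background. From there, control spots and spots marked as outliers were left out, and the intensities were put on the log2 scale and quantile normalized over the 9 arrays, the normalization the methods name. A circRNA counted as detected when its probe was well above background on at least 3 of the 9 arrays. Groups were compared with limma on all 9 arrays, and a circRNA counted as altered at a fold change of at least 1.5 with an unadjusted P below 0.05. Benjamini-Hochberg adjusted P-values were computed beside these. The number of arrays limits the precision of every comparison.

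On the sham arrays 7370 to 11477 probes were well above background, with a median of 7507. The IRI arrays had 6659 to 11084 such probes, with a median of 9012, and the IPC arrays 6835 to 11001, with a median of 6963. The spread within groups followed the scan. Sham replicate 1, IRI replicate 2 and IPC replicate 3 were read in scan 2, where 77.3% to 80.6% of the circRNA probes were well above background. The other 6 arrays, 2 of each group, were read in scan 1, where 46.8% to 63.3% were. Arrays were assigned to scans by the scan date and scan identifier alone. Differences of slide or hybridization were therefore not told apart from the scan, here or below. Among control probes printed in 10 spots with a mean signal above 50, the median SD of the log2 signal within an array was 0.055 to 0.098. The median signal of the circRNA probes was 11.8 to 23.4 per array, so this SD does not cover dimmer probes.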

To compare circRNA expression in the (1) sham, (2) IRI, and (3) IRI + IPC groups, we applied microarray analysis for circRNA and mRNA expression profiles of three samples in each. About 10,535 circRNA and 10,654 mRNA targets in the liver were spotted by microarray. Among them, 77 circRNAs and 686 mRNAs in the IRI group altered more than 1.5-fold compared with those in the sham group (*P* < 0.05). 

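Of the 14236 circRNA probes, 10536 were well above background on at least 3 of the 9 arrays. On all 9 arrays 5958 probes were well above background, and 2189 were so on no array. With the scanner's weaker criterion, a positive and significant signal on at least 3 arrays, 13146 probes were kept. The deposited table of processed values held all 14236 probes.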

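Between the IRI and sham groups, 431 of the 10534 circRNAs tested were altered under the 1.5-fold and unadjusted P criteria in limma's moderated test. The P-value alone was below 0.05 for 439 circRNAs, 4.17% of those tested. In 200 simulations, unchanged groups had the arrays' own spread and scan difference, and circRNAs varied independently of each other. There the share with such a P was 1.80% to 2.50% and the number altered was 166 to 243. Of the 10 ways to divide the IRI and sham arrays into 3 and 3, the real one included, 5 gave as many altered circRNAs. Of the 6 that balance the scans, only the real one did, and 6 are too few to exclude chance. No circRNA had a Benjamini-Hochberg adjusted P below 0.05 in limma, and the smallest adjusted P was 0.293. With the scan as a block, 666 circRNAs were altered and 752 had an unadjusted P below 0.05, a share of 7.14%, against 4.58% to 5.74% in simulations with the block. Within scan 1 alone, 414 were altered. Scan 2 held 1 array per group and allowed no test. The smallest adjusted P from limma was 0.205 with the block and 0.174 within scan 1, and it was between 0.0230 and 1.00 over all 39 ways of fitting. In 1 of these, with the scan as a block and without sham replicate 1, 1 circRNA passed the adjustment. The methods name limma for the arrays and the Student t-test for other data, and the test behind the array P-values is not stated. On the authors' deposited values, that t-test gave the paper's count of 77 altered circRNAs, where limma gave 207. This argues for the t-test as the source of the paper's count. The t-test, called the methods' t-test here, gave 219 altered circRNAs on the values used for the 431. On these values 367 had an unadjusted P below 0.05 in it, and none passed the adjustment. Of these 219, 186 were among the 431. Without IRI replicate 3, the number in limma was 600. Over all these ways of fitting the number altered lay between 77, with the methods' t-test on the authors' deposited values, and 1138, with the scan as a block and without IRI replicate 3. Of the 77, 69 were among the 431.

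**Figure D1:**
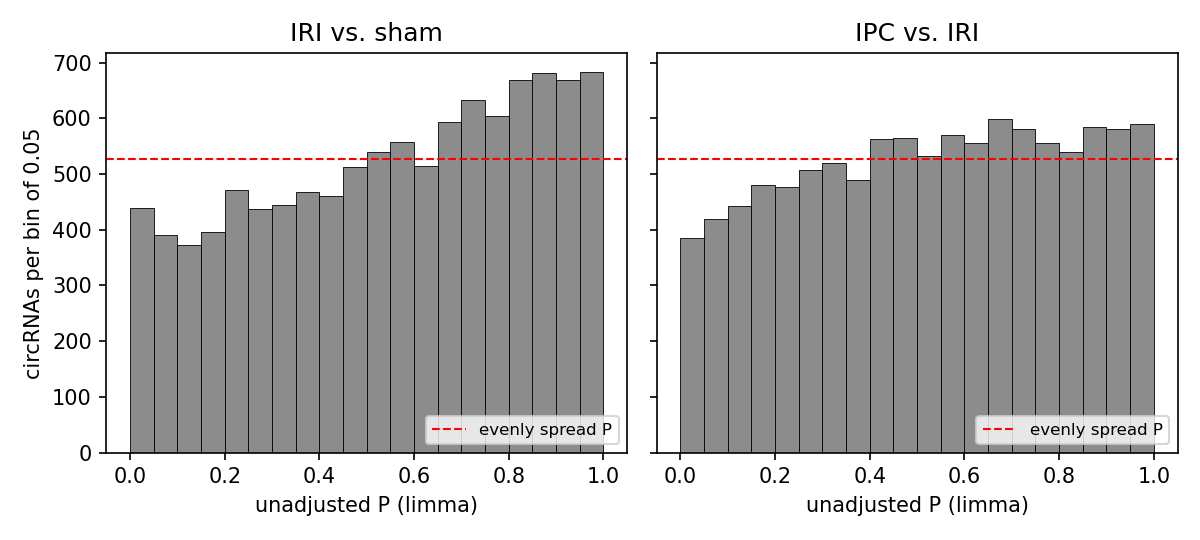
Number of detected circRNAs (vertical axis) by unadjusted P from limma (horizontal axis, bins of 0.05) for IRI vs. sham on the left and IPC vs. IRI on the right. The dashed line is the number per bin if P-values were evenly spread, and the lowest bin holds 439 circRNAs on the left and 385 on the right, both under the line, which does not allow for the scan difference within groups.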

To be precise, 39 circRNAs and 432 mRNAs were increased, and 38 circRNAs and 254 mRNAs were decreased compared with the sham group (Figures 2A, 3A). Moreover, as a result of IPC intervention, a total of 50 circRNA and 95 mRNA alterations with significance (fold change ≥ 1.5, *P* < 0.05) were detected, in which 43 circRNAs and 64 mRNAs increased, 7 circRNAs and 31 mRNAs decreased in the IPC group when compared with IRI (Figures 2B, 3B). 

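Of the circRNAs altered between IRI and sham, 252 were increased and 179 were decreased. On the authors' deposited values, 39 were increased and 38 decreased with the methods' t-test. The number decreased was 115 without sham replicate 2 and 281 without IRI replicate 3. On the background-corrected signals, the probe with the largest increase among altered ones whose IRI and sham arrays did not overlap was ASCRP4008283. Its log2 signal was 3.70 ± 0.35 (SD) on the 3 sham arrays and 5.67 ± 0.61 (SD) on the 3 IRI arrays. The log2 fold change was 1.97 with a standard error of 0.37, and the adjusted P from limma was 0.977. It was well above background on 1 sham array and 3 IRI arrays, so the size and rank of this change rest on sham signals near background. Its log2 fold change was 0.90 on the deposited values, and another probe without overlap had 1.13. The largest decrease under the same rule was that of ASCRP4002958, with a log2 signal of 5.13 ± 0.47 (SD) in sham and 2.55 ± 0.84 (SD) in IRI. Its log2 fold change was -2.58 with a standard error of 0.54, and its adjusted P from limma was 1.00. It was well above background on 3 sham arrays and 2 IRI arrays. The deposited values gave a log2 fold change of -0.93, and another probe without overlap had -1.83. By chance, 10% of circRNAs have no overlap between 3 arrays and 3.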

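Between IPC and IRI, limma gave 215 increased and 160 decreased circRNAs among 10535 tested. The unadjusted P was below 0.05 for 385 circRNAs, or 3.65%, and none passed the Benjamini-Hochberg adjustment, with a smallest adjusted P of 0.642. Simulated unchanged groups, in which circRNAs varied independently of each other, gave 167 to 240 altered circRNAs for this comparison, against 375 observed. Of the 10 ways to divide the IPC and IRI arrays into 3 and 3, the real one included, 7 gave as many. Among the 6 divisions that balance the scans, 3 did, so chance was not excluded. With the scan as a block, 331 were increased and 274 decreased, and 714 circRNAs, or 6.78%, had an unadjusted P below 0.05. Within scan 1 the numbers were 181 increased and 203 decreased. Neither fit gave a circRNA past the adjustment, with a smallest adjusted P from limma of 0.302 with the block and 0.774 within scan 1, and a range of 0.0272 to 1.00 over all fits. With the scan as a block and without IRI replicate 3, 4 circRNAs passed it. The methods' t-test gave 104 increased and 64 decreased circRNAs on the same values, and 43 increased and 7 decreased on the deposited values, none of them past the adjustment. Of the 50 circRNAs from the deposited values, 46 were altered in limma. IRI replicate 3 weighed on these numbers, which rose to 385 increased and 311 decreased without it. Without IPC replicate 3, 261 were decreased.

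ASCRP4010127 had the largest increase on the background-corrected signals among altered probes whose IPC and IRI arrays did not overlap. Its log2 signal was 2.09 ± 0.57 (SD) on the IRI arrays and 4.85 ± 0.58 (SD) on the IPC arrays, a log2 fold change of 2.76 with a standard error of 0.44 and an adjusted P of 0.642 from limma. It was well above background on 1 IRI array and 3 IPC arrays, so its size and rank rest on IRI signals near background. From the deposited values its log2 fold change was 0.94, and the next 2 probes under this rule had 2.33 and 2.20. The largest decrease on the background-corrected signals was that of ASCRP4000895, from 4.74 ± 0.88 (SD) in IRI to 2.65 ± 0.17 (SD) in IPC. Its log2 fold change was -2.09 with a standard error of 0.52, and its adjusted P from limma was 1.00. It was well above background on 3 IRI arrays and 1 IPC array, which leaves the size and rank of the decrease uncertain too. With the deposited values it was -0.78 on the log2 scale, and the next probe under this rule had -1.86.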

Based on fold change, we summarize the top 10 altered circRNAs in Table 2 and the top 10 altered mRNAs in Table 3. 

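Since the files hold no circRNA names, the circRNAs of Tables 2 and 3 were set against the deposited values through their printed fold changes and P-values. For each of the 10 circRNAs of Table 2 and the 10 of Table 3, 1 of the 14236 probes had deposited values that gave the printed fold change within 0.001 and the printed P, from the methods' t-test, within 0.0006. This match rests on those values alone. The probes are therefore described as sets, and no value is given for a circRNA by name.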

We then classified the significant altered circRNAs into various groups. Comparing the altered circRNAs in the IRI and sham groups, there were 77 exonic, 14 sense overlapping, 3 intronic, 5 antisense, and 1 intergenic and 74 exonic, 12 sense overlapping, 4 intronic, 6 antisense, and 4 intergenic when comparing the IPC and IRI groups (Figure 2C). Also, by using hierarchical clustering, we were able to cluster the differentially altered circRNAs and mRNAs of comparison groups and visualize the expression profiles. 

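Over all detected circRNAs, the separation of the 3 groups was measured as a pseudo-F, the variation between groups over that within groups, and compared with all 280 ways of dividing the 9 arrays into 3 groups of 3. The pseudo-F was 0.764 (exact permutation test, one-sided P = 0.729). On the deposited values it was 0.841 (exact permutation test, one-sided P = 0.664). With the scan means removed and the labels permuted within scans, it was 1.48 (exact permutation test over 90 divisions, one-sided P = 0.178). The scan accounted for 38.6% of the variance, where 12.5% is expected by chance. Group membership accounted for 20.3%, where 17.6% is expected by chance given the share of the scan. The mean correlation across circRNAs was 0.957 between arrays of different groups in the same scan and 0.929 between arrays of the same group in different scans. It was 0.922 between arrays of different groups in different scans and 0.953 between arrays of the same group in the same scan. For 9 of the 9 arrays the most similar array was of the same scan, and for 0 of them it was of the same group. On the deposited values it was of the same group for 1. Scan 2 held 1 array per group, so its arrays could not have a most similar array of both their scan and their group. The heat maps in Fig. 2D show only the circRNAs selected for differing between the groups.

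**Figure D2:**
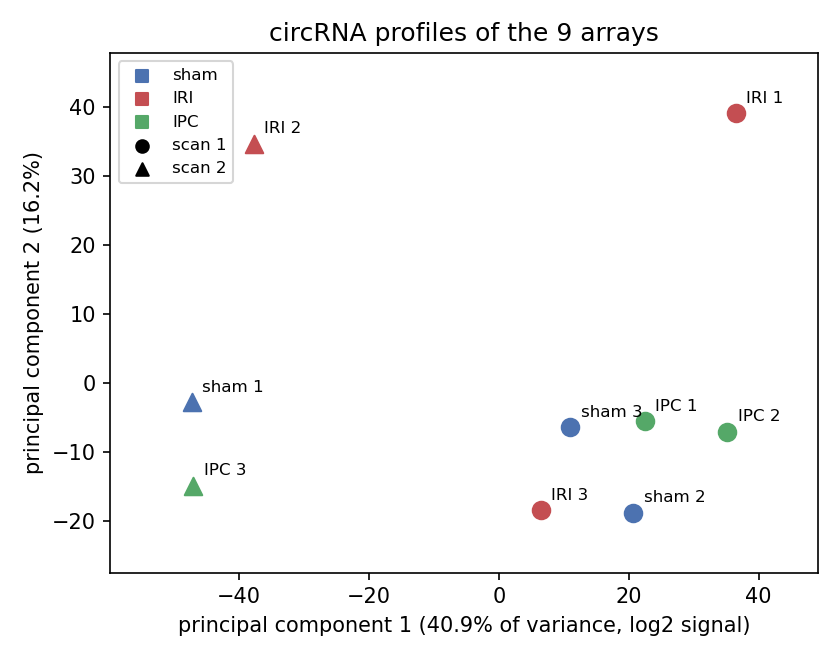
The 9 arrays on the first principal component (horizontal axis, 40.9% of the variance of the log2 signals) and the next (vertical axis, 16.2%), with the group as color and the scan as symbol. The arrays of scan 2 lie on the left, and IRI replicates 1 and 2 lie apart from the other 7 on the vertical axis while IRI replicate 3 lies among them.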

As indicated by the data, circRNAs and mRNAs in the IRI group were dramatically different from those of the sham group although IPC intervention significantly altered the IRI-induced expressions (Figures 2D, 3C).

**Figure 2:**
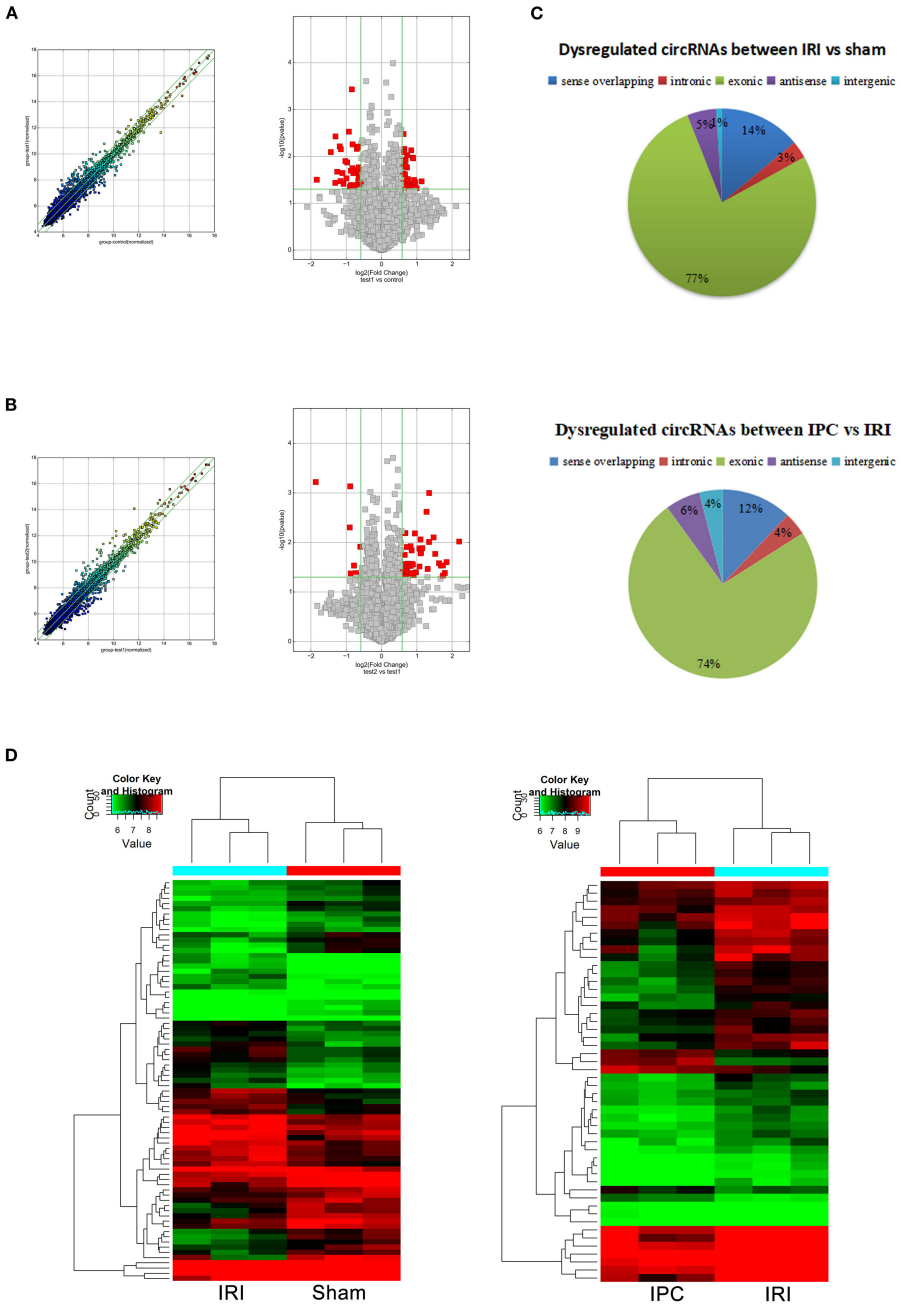
CircRNAs comparing the IRI and sham groups and between the IPC and IRI groups. The left (scatterplots) and right (volcano plots) show the alteration of circRNA expression between IRI and sham groups **(A)** and between IPC and IRI groups **(B)**. In the scatterplot, the values on the *X*- and *Y*-axes are the log2 scaled signals of samples. Fold change is represented by the green lines. The circRNAs outside the range formed by the upper and lower green lines are those with the fold change ≥ 1.5 between the compared groups. In the volcano plot, the vertical green lines represent a 1.5-fold change although the horizontal green line corresponds to a *P*-value of 0.05. The red points in the volcano plot represent the significantly altered circRNAs with *P*-value <0.05. **(C)** Different subgroups of significantly altered circRNAs according to their effects and position. **(D)** Heat maps of circRNA profiles from the microarray data. The color scales represent expression values. Red represents high expression, and green indicates low relative expression. Each row of colored boxes indicates a single circRNA, each column indicates a single sample.

**Figure 3:**
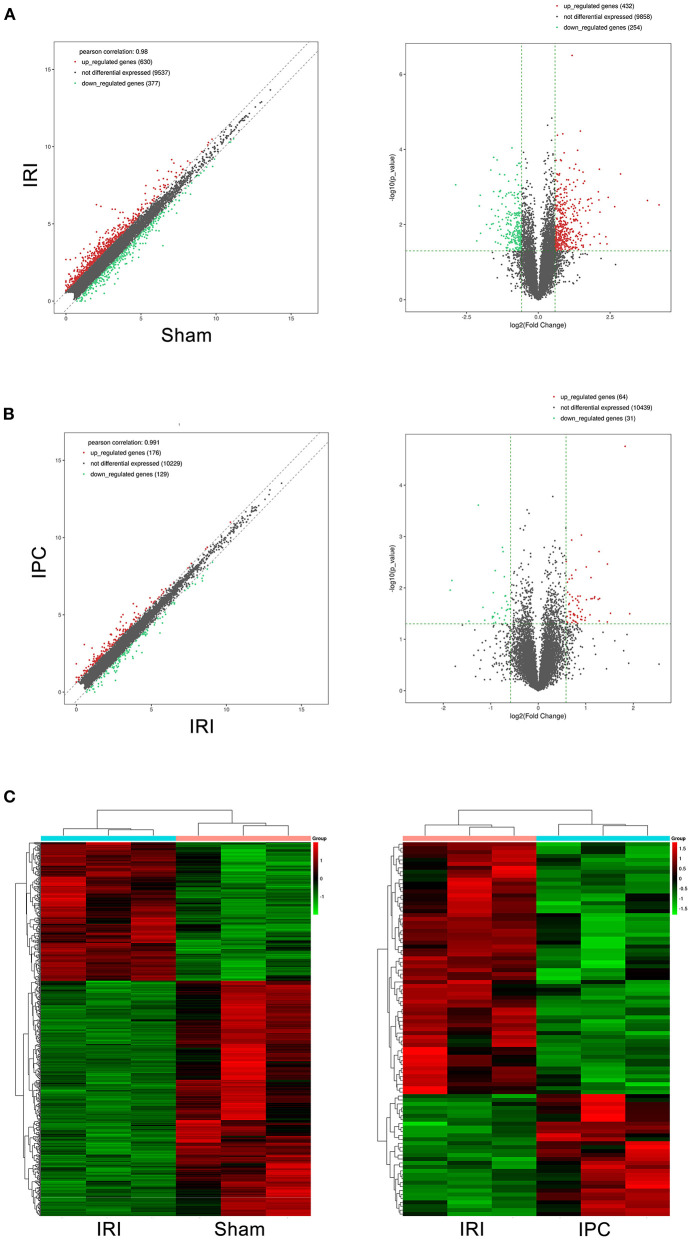
mRNAs comparing the IRI and sham groups and between the IPC and IRI groups. The left (scatterplots) and right (volcano plots) show the alteration of mRNA expression between IRI and sham groups **(A)** and between IPC and IRI groups **(B)**. In the plot, red and green points represent significant altered mRNAs (fold change ≥ 1.5, *P*-value < 0.05), respectively. **(C)** Heat maps of mRNA profiles from the microarray data. The color scales represent expression values. Red represents high expression, and green indicates low relative expression. Each row of colored boxes indicates single circRNA; each column indicates single sample.

Table 2Top 10 significantly dysregulated circRNAs and mRNAs ranked by fold change between I/R and sham groups.

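Over the 10 probes set against the circRNAs of Table 2, all 10 changed in the printed direction in limma on the quantile-normalized signals, with fold changes of 2.10 to 4.71. The unadjusted P was between 0.000321 and 0.0353. All 10 were altered under the paper's criteria, and the arrays of the 2 groups did not overlap for any of them. Their adjusted P over all circRNAs tested was 0.977 to 1.00. Adjusted over the list alone, 10 were below 0.05, which is not independent evidence because the list was chosen on these arrays. Across the other fits that tested all 10 probes, 8 to 10 of them were altered.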

**Table:** 

**CircRNA**					
**Name**	**circRNA_type**	**GeneSymbol**	**Fold Change**	**Regulation**	***P*****-value**
mmu_circRNA_29990	Exonic	Bach1	2.195	Up	0.034
mmu_circRNA_29992	Exonic	Bach1	1.987	Up	0.048
mmu_circRNA_32165	Exonic	Chka	1.933	Up	0.035
mmu_circRNA_22310	Exonic	Slc41a2	1.906	Up	0.043
mmu_circRNA_35001	Exonic	B4galt5	1.892	Up	0.032
mmu_circRNA_39714	Exonic	Wdr95	3.566	Down	0.031
mmu_circRNA_34157	Exonic	Qser1	2.707	Down	0.008
mmu_circRNA_000113	Antisense	Rian	2.482	Down	0.037
mmu_circRNA_29383	Exonic	Prodh	2.469	Down	0.004
mmu_circRNA_011844	Exonic	Inpp5a	2.390	Down	0.021

**Table:** 

**mRNA**			
**Gene Name**	**Fold Change**	**Regulation**	***P*****-value**
Gm3776	18.449	Up	0.003
Gsta1	13.939	Up	0.002
Serpina7	7.287	Up	4.50191E-04
Plscr1	6.328	Up	0.003
Tubb6	5.410	Up	0.002
G0s2	7.339	Down	0.001
Ppp1r3g	4.412	Down	0.027
Sftpa1	4.150	Down	0.003
Usp2	4.054	Down	0.002
Ppp1r3b	4.025	Down	0.017

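For IPC vs. IRI, the 10 probes set against the circRNAs of Table 3 all changed in the printed direction, with fold changes of 2.06 to 4.51 in limma. The unadjusted P was below 0.05 for 9 of them and 0.0750 for the other. For 8 of the 10, every IPC and IRI array had a value, and the arrays of the 2 groups did not overlap. The other 2 lacked values where spots were marked as outliers. The probe with the P of 0.0750 had a value on 1 IPC array only, and with the scan as a block its log2 fold change was 0.85 in place of 1.83, with an unadjusted P from limma of 0.228. The smallest adjusted P over all circRNAs tested was 0.807, and adjusted over the list alone 9 were below 0.05, again on the arrays the list was chosen from. That probe could not be tested without IPC replicate 3 or within scan 1. In the alternatives that tested all 10, 8 to 10 were altered.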

Table 3Top 10 significantly dysregulated circRNAs and mRNAs ranked by fold change between IPC and I/R groups.

**Table:** 

**CircRNA**					
**Name**	**circRNA_type**	**GeneSymbol**	**Fold Change**	**Regulation**	***P*****-value**
mmu_circRNA_31583	Exonic	Sil1	4.585	Up	0.010
mmu_circRNA_000113	Antisense	Rian	3.586	Up	0.025
mmu_circRNA_37852	Exonic	Igsf21	3.465	Up	0.041
mmu_circRNA_19765	Exonic	Fam135a	3.335	Up	0.046
mmu_circRNA_38137	Exonic	Sema3c	3.334	Up	0.029
mmu_circRNA_38159	Exonic	Magi2	3.638	Down	0.001
mmu_circRNA_19091	Sense overlapping	Cdyl	1.866	Down	0.005
mmu_circRNA_41223	Exonic	Grik5	1.851	Down	0.001
mmu_circRNA_003780	Exonic	Cdyl	1.832	Down	0.042
mmu_circRNA_43573	Exonic	Banp	1.718	Down	0.029

**Table:** 

**mRNA**			
**Gene Name**	**Fold Change**	**Regulation**	***P*****-value**
Hist1h1c	3.800	Up	0.032
Kctd12	3.553	Up	1.75414E-05
Rab30	2.871	Up	0.031
Ankrd33b	2.743	Up	0.003
Ldlr	2.740	Up	0.046
Ppp1r3c	3.617	Down	0.011
Cyp2b10	3.529	Down	0.007
Nrg4	2.750	Down	0.044
Phc3	2.399	Down	2.44694 E-04
Ddit4	2.241	Down	0.024

### circRNA and mRNA qRT-PCR Verification

qRT-PCR was further applied to confirm the microarray results. Seven circRNAs and five mRNAs were selected considering their fold change, *P*-value, and raw data. As qRT-PCR results show in Figure 4, the expression of circRNA_007095, Gclc, and Krt18 increased, and the circRNA_017753, circRNA_010415, circRNA_000895, circRNA_001946, and Hacl1 decreased enormously after hepatic IRI compared with the sham group. Otherwise, compared with IRI, IPC intervention remarkably elevated the expression of circRNA_027197, circRNA_010498, and Stim1, whereas Phc3 were reduced. The verified results are accordant with the data, indicating the dependability of our microarray profile.

**Figure 4:**
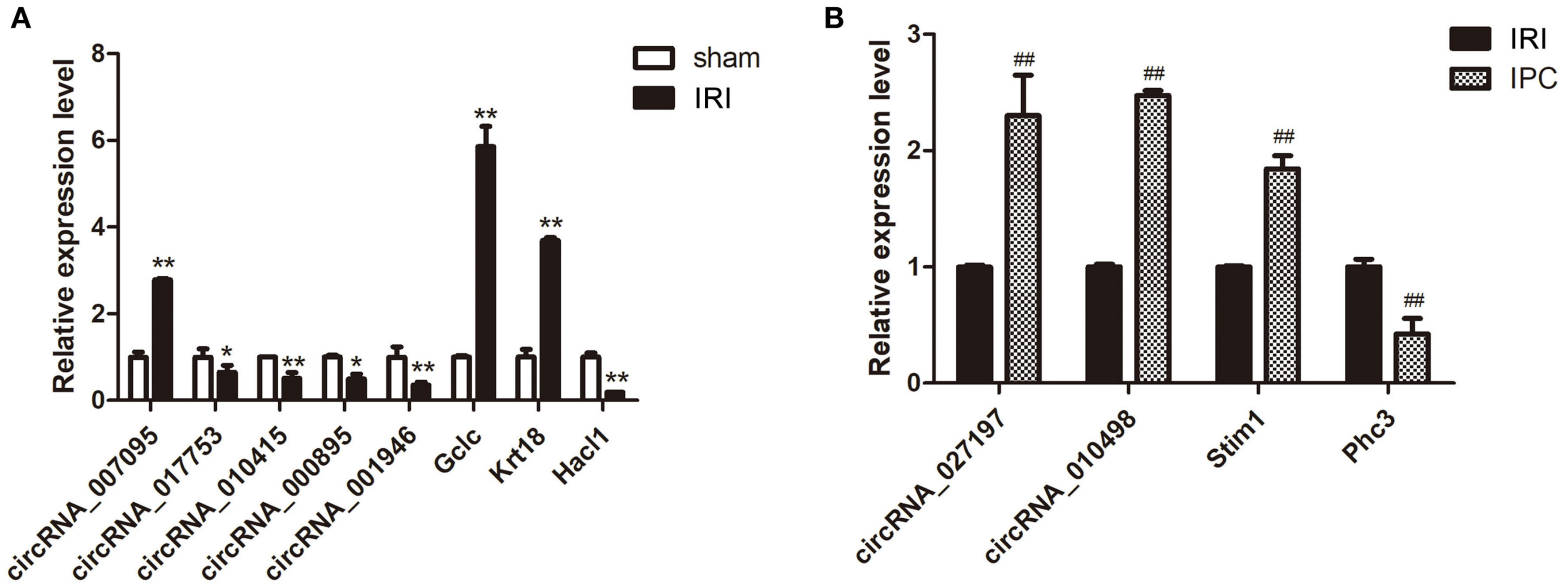
Selected circRNA and mRNA qRT-PCR verification between the IRI and sham groups **(A)** and between the IPC and IRI groups **(B)**. Data are expressed as the means ± SD, *n* = 6. ^*^P <0.05 compared with the sham, and ^**^P <0.01 compared with the sham group; ^*##*^*P* <0.01 compared with the IRI group.

### Analysis of Variously Expressed mRNAs

Concerning that biologically similar genes share the same patterns of change, we decided to excavate the variations of coding gene expression among the IRI and IPC groups to reveal the behavior of these variously expressed circRNAs. GO enrichment analysis was used first for variously expressed mRNAs. In response to hepatic IRI, upregulated mRNAs were most related with response to organic substance and cellular response to chemical stimulus, and the downregulated mRNAs were most related to small molecule metabolic and organic acid metabolic processes (Figure 5A). Compared with the IRI, IPC mostly elevated the mRNAs related with response to hormone and regulation of signal transduction; meanwhile the downregulated mRNAs of IPC were most involved in regulation of cellular metabolic processes and organic cyclic compound metabolic processes (Figure 5B).

**Figure 5:**
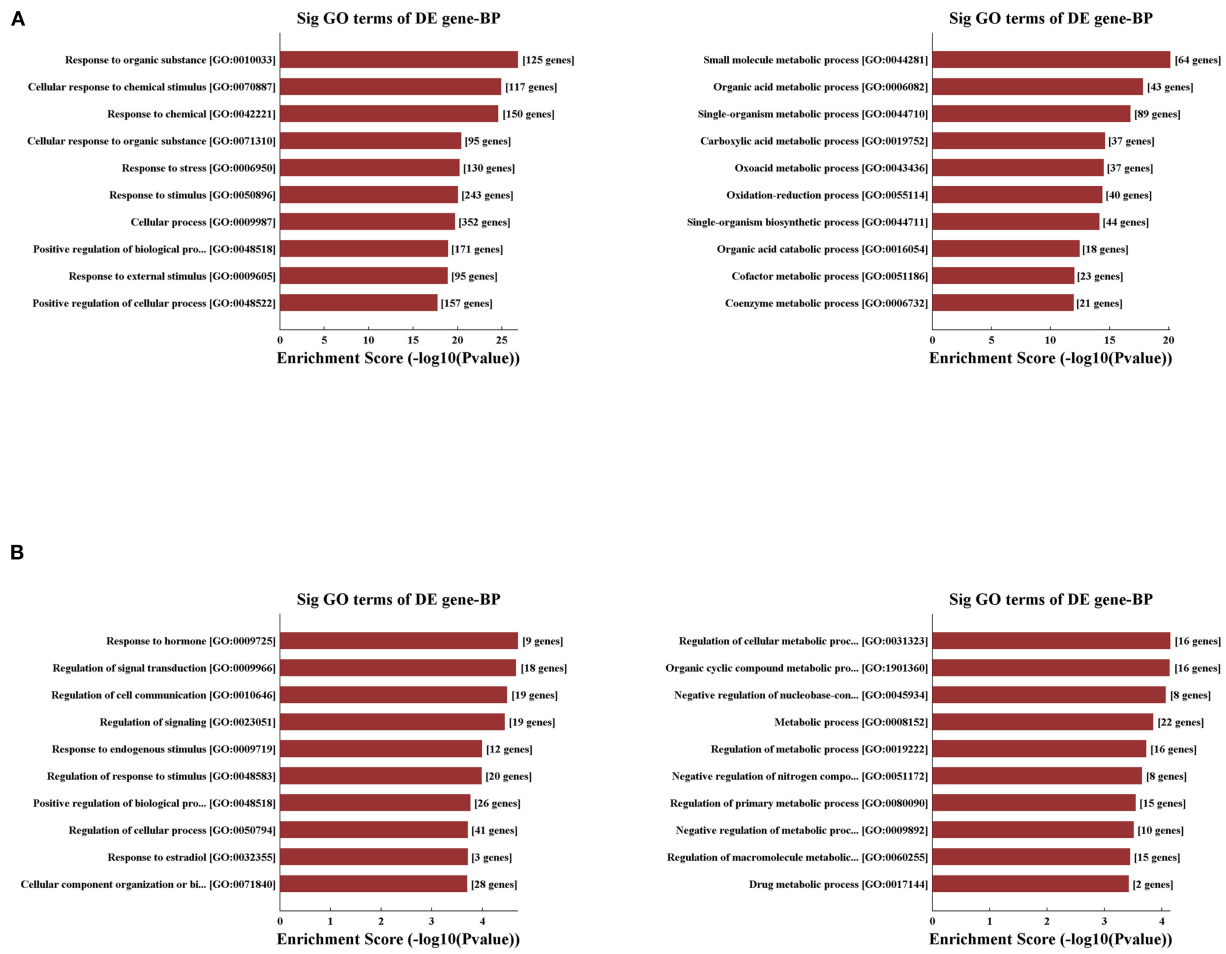
Variously expressed mRNA GO analysis. GO analysis between the IRI and sham groups **(A)** and between the IPC and IRI groups **(B)**. Top 10 up- (left) and downregulated (right) mRNAs were analyzed by GO analysis concerning biological processes.

Applying the pathway analysis of KEGG, we found that fluid shear stress and atherosclerosis and protein processing in the endoplasmic reticulum were involved in the upregulated mRNAs, whereas the pathways of phenylalanine metabolism and peroxisome were most involved in the decreased mRNAs in the IRI group (Figure 6A). Notably, pathways related to the inflammatory process and apoptosis were the most involved in the IRI process as listed, such as pathways of PI3K-AKT, NF-Kappa B, IL-17 signaling, and apoptosis. Moreover, compared with the IRI group, IPC can significantly upregulate mRNAs involved in the pathways of ovarian steroidogenesis and lysine degradation and downregulate the mRNAs related with drug metabolism-cytochrome p450 and chemical carcinogenesis pathways (Figure 6B). Our computational analysis results may contribute dramatically to the pathogenesis of hepatic IRI and IPC intervention.

**Figure 6:**
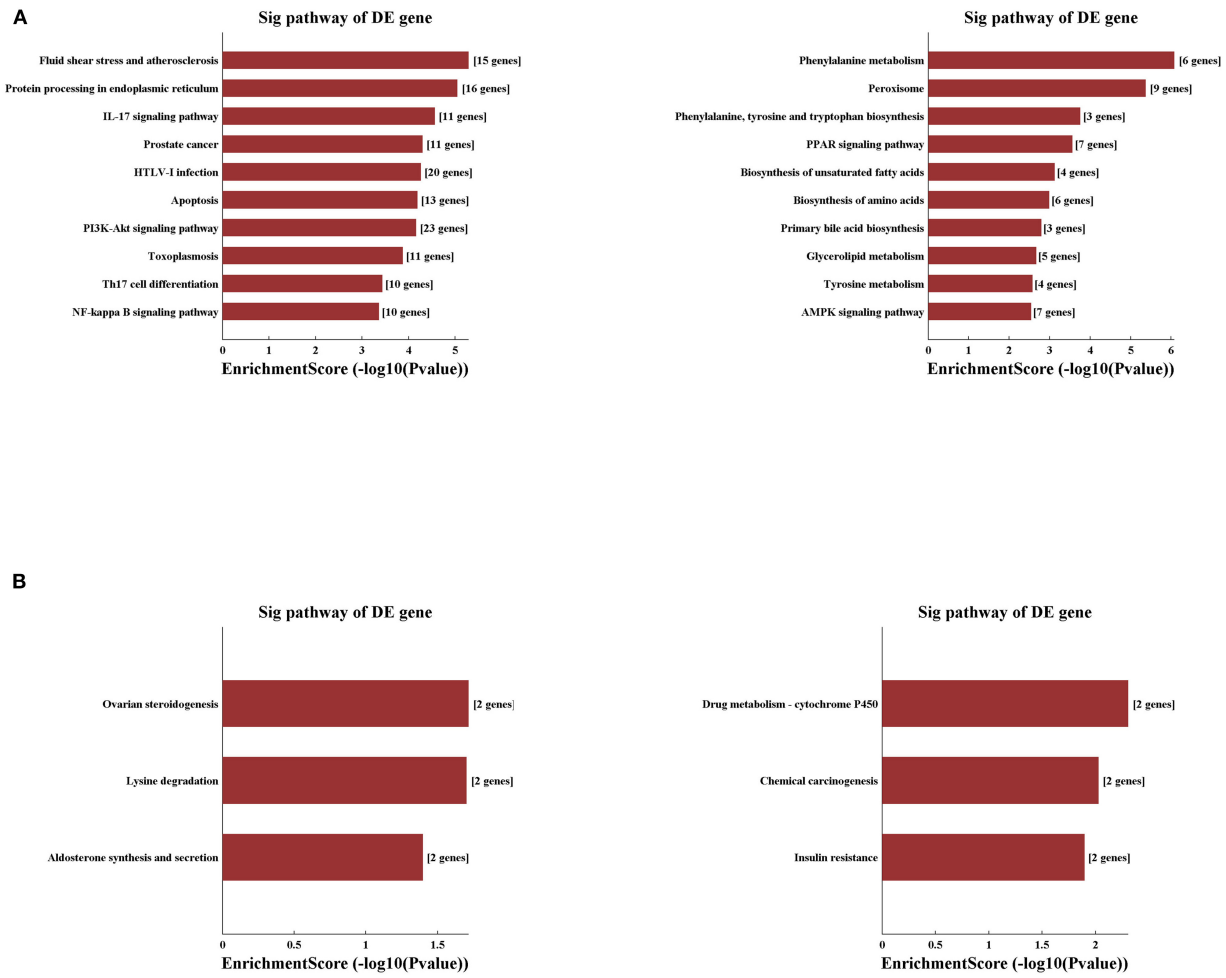
Variously expressed mRNAs KEGG pathway analysis. KEGG pathway analysis between the IRI and sham groups **(A)** and between the IPC and IRI groups **(B)**. Top 10 up- (left) and downregulated (right) mRNAs were analyzed by KEGG analysis.

### Identification of circRNAs Related to Hepatic Protection by IPC

Concerning the protection effect of IPC intervention against IRI, we compared the circRNA alteration and direction of alterations of the three groups to reveal the potential relevance between circRNA changes and IPC protection. As a result, we sorted circRNAs that showed up with opposite alteration directions between the comparison groups (sham vs. IRI and IRI vs. IPC). 

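In limma, 62 circRNAs were increased in IRI and decreased in IPC, and 70 were decreased in IRI and increased in IPC. None was altered in the same direction in both comparisons. Both comparisons use the same IRI arrays, so opposite changes also arise between unchanged groups. In simulated unchanged groups with independent circRNAs, the median number of opposite circRNAs was 45, with a range of 25 to 63, against the 132 observed. Of 100 drawn divisions of the real arrays into 3 groups, the real one included, 27 gave as many, and of the 33 among them with 1 scan 2 array in each group, 2 did. Across circRNAs, which are not independent replicates, the log2 fold changes of the 2 comparisons correlated at -0.64, against a median of -0.50 in the simulations. With the scan as a block, 99 and 129 circRNAs changed in these 2 ways, 228 in all against a median of 86 and a range of 63 to 109 in the simulations. Within scan 1 there were 34 and 63. Without IRI replicate 3 the numbers were 193 and 167. Other arrays also moved them, to 28 and 108 without IRI replicate 2, to 35 for those increased in IRI without sham replicate 2 and to 37 without IPC replicate 3.

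The methods' t-test gave 14 and 26 circRNAs on the same values, and 3 and 12 on the deposited values. For the latter, simulated unchanged groups with independent circRNAs gave a median of 3 in total, with a range of 0 to 9. Of 100 drawn divisions of the real arrays, the real one included, 11 gave at least 15. Of the 33 among them with 1 scan 2 array in each group, 2 did. Over the 12 probes decreased in IRI and increased in IPC, the deposited values were 1.56-fold to 2.48-fold lower in IRI than in sham. They were 1.53-fold to 3.59-fold higher in IPC than in IRI. All 12 were well above background on all 9 arrays, and 11 of them were also in the set of 70. Their log2 fold changes in limma were -1.37 to -0.60 for IRI vs. sham and 0.70 to 1.76 for IPC vs. IRI, with no adjusted P below 0.642. From opposite changes of this kind the paper proposes a relation between circRNAs and the protection by IPC. For the 1 circRNA it selected, the paper also reports qRT-PCR, with a decrease in IRI and a recovery with IPC. The qRT-PCR was not analysed here.

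**Figure D3:**
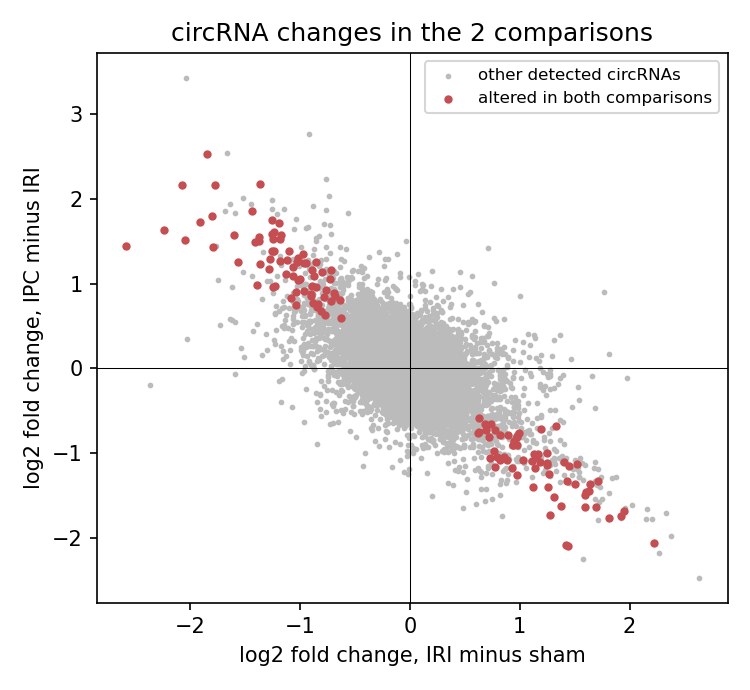
The log2 fold change of each detected circRNA for IRI minus sham (horizontal axis) and IPC minus IRI (vertical axis). The 132 circRNAs altered in both comparisons, in red, lie in the upper left and lower right quadrants, and the whole cloud slopes downward.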

Following this method, we selected three circRNAs that were upregulated in IRI but downregulated in the IPC group and 12 circRNAs that showed a completely opposite direction (Figure 7A). Concerning the type of circRNAs and data sources of circRNAs, we then selected only one circRNA, circRNA_017753, that was considered significatively related to the IPC protective effect. The gnomic locus of circRNA_017753 is on chromosome 17, and it is spliced from Mapk14. The circRNA_017753 expression level was then confirmed by qRT-PCR; IPC intervention can significantly restore the downregulation caused by hepatic IRI. Our data indicate that circRNA_017753 may play a protective role in hepatic IRI that arouses our desire to learn the potential role of circRNA_017753. In addition, we also compared our data with the microarray data of hepatic IPostC intervention in IRI (GSE117524) (15). Though circRNA_010498 does not show a comparative fold change to circRNA_017753 in our data, the intersection of research (fold change ≥ 1.5, *P*-value <0.05) indicates its potential significant protective effect in both IPC and IPostC intervention and is worth further study (Supplementary Figure 1).

**Figure 7:**
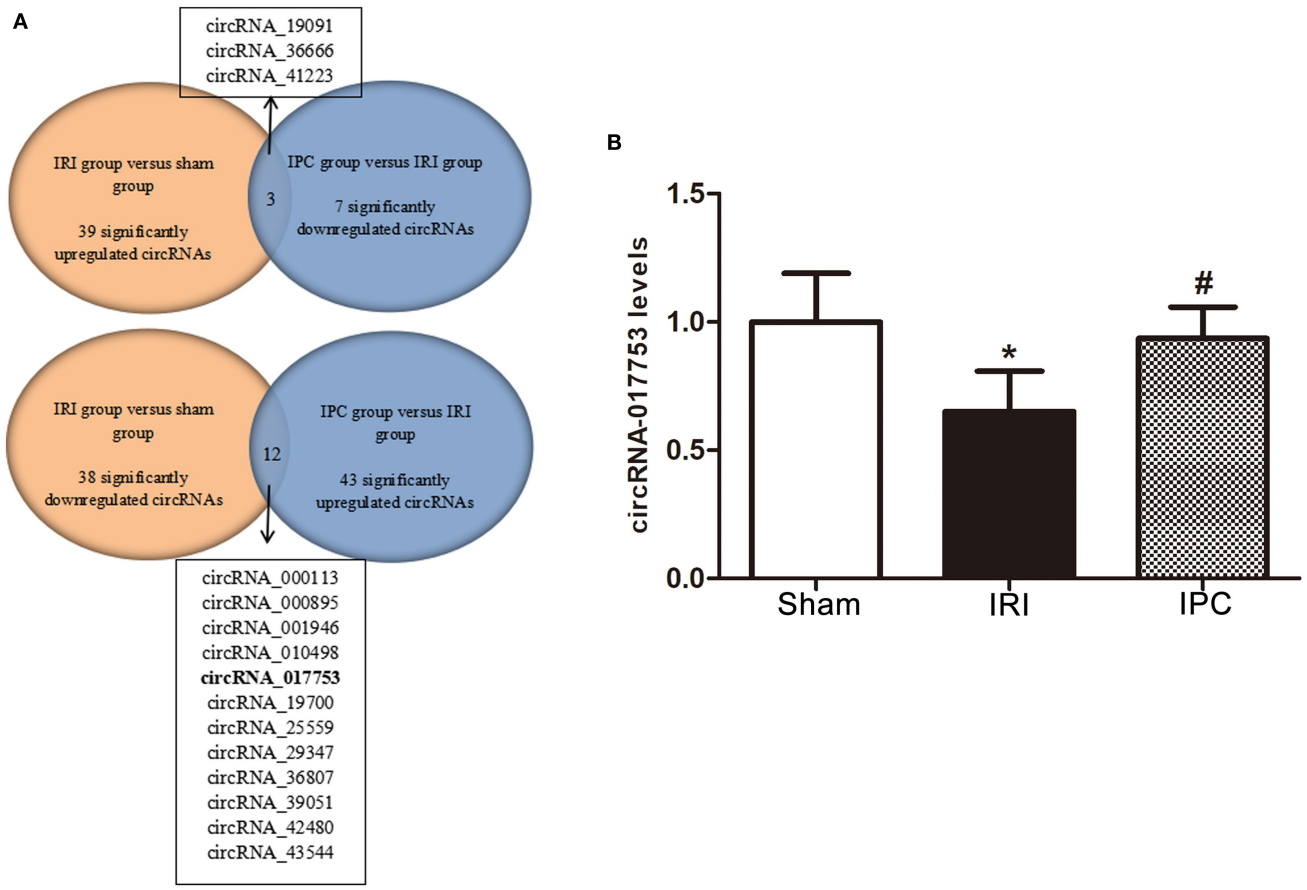
Identification of circRNAs related to hepatic protection by IPC and qRT-PCR validation. **(A)** The Venn diagram shows the circRNAs with an opposite direction of the alterations between the two comparison groups (sham vs. IRI and IRI vs. IPC). **(B)** qRT-PCR detected expression levels of circRNA_017753 in mouse liver among the three groups. Data are expressed as the means ± SD, *n* = 6. ^*^P <0.05 compared with the sham group; ^#^*P* <0.05 compared with the IRI group.

### Prediction of miRNA and CircRNA–miRNA–mRNA Pathway for CircRNA_017753

It is well-known that circRNA regulates miRNAs by interacting with miRNA response elements (MREs). Such way of interaction can competitively suppress miRNAs' activity and is, thus, called miRNA sponges. To figure out the function of circRNA_017753, we applied Arraystar's prediction software, which combined TargetScan and miRanda databases. We predict and list the five highest ranking target miRNAs of circRNA_017753 and annotation of their circRNA/miRNA interactions (Table 4, Figure 8A).

**Table 4:** The identified circRNAs and its predicted miRNA response elements (MREs).

**CircRNAs**	**Alias (circBase)**	**Chrom**	**Gene Symbol**	**MRE1**	**MRE2**	**MRE3**	**MRE4**	**MRE5**
mmu_circRNA_017753	mmu_circ_0000737	Chr17 +	Mapk14	mmu-miR-103-2-5p	mmu-miR-103-1-5p	mmu-miR-196b-3p	mmu-miR-7675-3p	mmu-miR-6409

**Figure 8:**
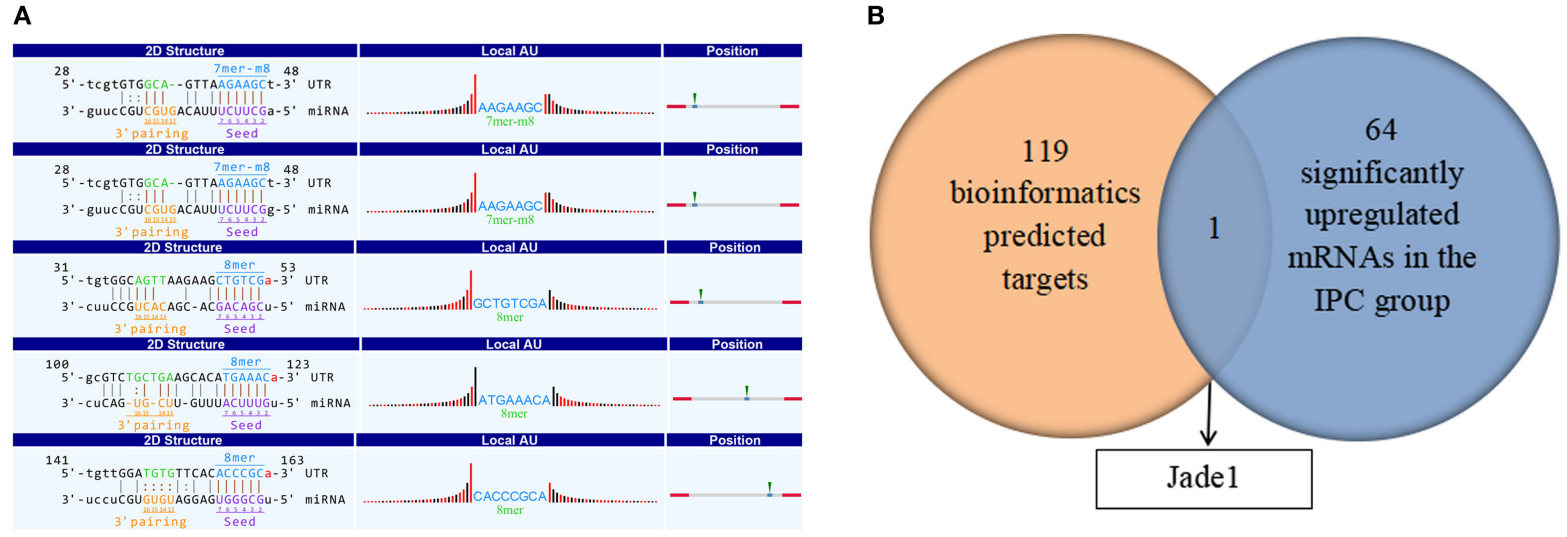
**(A)** Prediction of MiRNA and the circRNA–miRNA–mRNA pathway. Detailed structure of circRNA/miRNA interactions. The MRE sequence, miRNA seed type, precise base positions and target miRNA nucleotides are presented as annotation in 2-D structure column. Thirty nucleotides downstream and upstream the seed sequence are presented in “local AU.” Red bars present A/U, and black bars present G/C. The most likely relative MRE position are presented in position column. **(B)** Overlap of the predicted mRNA target related to circRNA_017753 and significantly upregulated mRNAs caused by IPC intervention.

To further investigate the potential mechanisms of circRNA_017753 in IPC, we construct the possible circRNA_017753–miRNA–mRNA pathways. Applying Arraystar's miRNA prediction software, 119 genes were selected related to the 5 miRNAs mentioned (Supplementary Table 1). Because of the widely accepted ceRNA concept that circRNAs may positively regulate mRNAs, we paid more attention to the mRNAs downregulated in IRI but significantly inhibited by IPC. By establishing the intersections of 65 mRNAs significantly increased by IPC and 119 predicted mRNA targets connected to circRNA_017753, we identified only one overlapping mRNA, Jade1, and predicted three following circRNA–miRNA–mRNA signals: circRNA_017753–miR-218-5p–Jade1, circRNA_017753–miR-7002-3p–Jade1, and circRNA_017753–miR-7008-3p–Jade1. These regulatory ceRNA signaling pathways may play important roles in the mechanisms of IPC protection and deserve further study.

## Discussion

Hepatic IRI contributes significantly to organ damage in the surgical procedures of hepatic resections and liver transplantation. Such injury possesses a high mortality rate caused by an intense inflammatory process occurring in the ischemic liver. As presented in our research, not only did serum TNF-α and IL-6 increase in the IRI group, the evaluation of F4/80 and infiltrating of Ly6G + staining demonstrated an intense inflammatory process in IRI. IPC has been most investigated in the past decades as a life-saving intervention. Though widely applied clinically, the exact molecular mechanisms behind the protection effect of IPC still remain largely unclear. A majority of the existing research mainly focuses on protein-coding RNA while research on ncRNAs (long ncRNAs and circRNAs) remain insufficient. It was not until the mechanism of powerful miRNA sponges revealed circRNAs as a potential target for treatment and diagnosis scientists' attention was widely attracted. In our research, by utilizing circRNA microarray analysis, we first report circRNA alteration profiles induced by hepatic IRI and the protection intervention of IPC systematically. More importantly, through bioinformatic comparison of circRNA alteration and the direction of alteration, we identified one possible circRNA, circRNA_017753, related with hepatic protection by IPC intervention. By comparing the data with the previous microarray data of hepatic IPostC, we identified one possible circRNA, circRNA_010498, that may have a potential protective effect in both IPC and IPostC. Also, by integrated application of TargetScan and miRanda databases, we predicted three circRNA–miRNA–mRNA pathways that may take effect in the mechanisms of IPC protection against hepatic IRI.

In our research, the microarray profiles identified 77 circRNAs that were significantly altered (39 up- and 38 downregulated) after hepatic IRI, whereas a total of 50 circRNAs altered significantly due to the IPC intervention (43 up- and 7 downregulated). As previously reported, the majority of circRNAs arise from exons; our profiles identified that about 2/3 altered circRNAs were exonic (18). Though none of the circRNAs in our top dysregulated list have been reported before as the reason for nascent circRNA functional study, it is encouraging to see some mRNAs regarded as alternative transcripts of these circRNAs reported to take effect in different physiopathologic mechanisms related to the IRI process. For example, Bach1 is the alternative transcript of circRNA_29990 and circRNA_29992 (2 of the top 5 upregulated circRNAs in hepatic IRI), and its protein inhibits the transcription of HO-1 and related genes involved in the oxidative stress response by binding to Maf genome recognition elements (19). Bach1 deficiency may increase resistance to ischemic stresses by elevating HO-1 expression (20, 21). Several studies also reveal its important role in ischemic or oxidative damage (22–24). More importantly, Bach1 is identified to repress Wnt/β-Catenin signaling and angiogenesis in peripheral ischemic injury in a recent study (25). Magi2 is the transcript of circRNA_38159 (one of the top five downregulated circRNAs listed in IPC); it encodes scaffolding proteins binding to PTEN and is identified an important element in the ischemic injury of the central nervous system. As it is well-known that circRNAs may regulate its linear counterparts (26), the circRNAs listed may play crucial roles in hepatic IRI and IPC by regulating the transcription of the parent genes.

The data on dysregulated mRNAs are also inspiring. In the list of top 10 dysregulated mRNAs in hepatic IRI, G0s2 (G0/G1 switch gene 2) decreased the most among all downregulated mRNAs and is widely recognized as a direct activator of oxidative phosphorylation at the early phase of hypoxia (27, 28). A recent study just identified that its overexpression can alleviate ATP decrease in myocardial cells and increase their hypoxic resistance during ischemia (29), suggesting its crucial role in hepatic IRI. Also, we can identify some new clues on the protection mechanisms of IPC in our profile of dysregulated mRNAs between IPC and I/R groups. For instance, Ddit4 (DNA-damage inducible transcript 4), widely recognized as an autophagy regulator by negatively regulating mTORC1, is found downregulated in the IPC group (30). Our result is consistent with the previous research that Ddit4 is a novel protection molecule that prevents ischemic injury in hepatocytes (31). Also, the protective effect of Ddit4 is found to be vital in cardiac and cerebral IRI (32–34). All these consistencies prove the reliability of our profile and provide us the credibility of other listed mRNAs in the mechanisms of IPC protection against hepatic IRI, thus making it worth further study.

We can also profit from GO and KEGG pathway analysis of altered mRNAs, which may reveal the key processes of hepatic IRI pathogenesis. The data emphasize the crucial roles of the inflammatory process and apoptosis in the IRI process, such as pathways of PI3K-AKT, NF-Kappa B, IL-17 signaling, and apoptosis. Moreover, the pathways of the metabolic process and regulation of signaling are prominent when comparing the IPC and IRI groups, indicating that related genes may play vital roles in IPC protection mechanisms. Our observation was partially consistent with a previous study revealing the relationship with metabolic process and the IPC protective mechanism (35).

It is worth mentioning that, in our data, only one circRNA, circRNA_017753, was selected to have a relationship with the protective mechanisms of IPC with the most possibility. Our data on the microarray and qRT-PCR both confirm its decrease in the IRI group and upregulation with IPC intervention. We speculate that the decreased level of circRNA_017753 may reflect hepatic dysfunction during IRI, and IPC may alleviate the hepatic dysfunction by the circRNA adjustment. Thus, circRNA_017753 may play a crucial role in the protective mechanism of hepatic IRI and may be a possible therapeutic target of hepatic injury.

To make the analysis more comprehensive, we also compared our data with previous data on hepatic IRI and IPostC prevention (14, 15). Because of different experimental environments and model construction methods (such as reperfusion 4 h after ischemia 1 h by Zhang P et al.), though reported circRNAs, such as circRNA_005186, exhibit the same alteration trend in our study in both IRI and prevention, the fold change of these circRNAs does not meet our screening criteria (fold change ≥ 1.5, *P*-value <0.05). However, it is worth noting that, by constructing the intersection of our data and GSE117524, circRNA_010498 shows sufficient significance as a protective factor in both IPC and IPostC intervention.

It is widely recognized today that circRNAs regulate gene expression by serving as miRNA sponges. Based on sequence comparing and bioinformatic methods, we predicted the five potential candidate miRNAs for circRNA_017753 with the most possibility. Then, by applying prediction software that combines TargetScan and miRanda databases, we are able to construct three circRNA–miRNA–mRNA regulatory axes that may have a protective effect in IPC intervention. Even though three circRNA–miRNA–mRNA axes have not been previously reported, the predicted molecule of Jade1 was found to have a huge possibility to play a part in the hepatic IPC protection mechanism. As a component of the HBO1 complex, Jade1 was identified as a key regulator of apoptosis (36). In previous study, by promoting acetylation of histones, it functioned as a key regulator of cycle progression and redifferentiation in renal tubule regeneration after IRI (37). Further studies on Jade1 and related circRNA–miRNA–mRNA axes are in progress in our laboratory.

The current study has some limitations that should be admitted. First, our data was obtained in an animal model and may not fully represent human pathological pathways. However, there is a high degree of similarity between human and mouse research in circRNAs. As it is demonstrated in previous research that most circRNAs present to be conserved between mouse and human (38), most of the circRNAs detected in our microarray data are conserved and of great interest for human research. Second, our research focuses on integral hepatic parenchyma injury and IPC prevention, thus less consideration was put into the design of circRNA profiling in different hepatic zones. In the development of spatial transcriptomics and microarray methods, specific profiling for circRNA expression in different hepatic zones would be of great interest and worth further study.

## Conclusion

Our study for the first time delineates the expression data of dysregulated circRNAs and mRNAs in response to hepatic IRI and IPC intervention. Our profile and bioinformatic analyses provide numerous novel clues on the pathophysiologic mechanism of IPC protection. Several potential circRNA–miRNA–mRNA axes we predicted may offer promising targets for hepatic ischemic prevention and treatment.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE164367, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE164367.

## Ethics Statement

The animal study was reviewed and approved by The First Affiliated Hospital, Zhejiang University School of Medicine.

## Author Contributions

XT, HX, LZ, and SZ designed the study. XT and YH performed most of the experiments. YL and ZY performed part of the experiments. XT, YH, and ZY analyzed the data. XT prepared and wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

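CircRNAs were measured in 9 mouse livers, with 3 arrays for sham mice, 3 for mice with IRI and 3 for mice with IPC before IRI. The arrays were single-color circRNA arrays (Arraystar, in Agilent format). The authors applied RNase R to the RNA, labeled and hybridized it, and extracted the spot values with Agilent Feature Extraction 11.0.1.1. For each array the authors deposited the scanner output, whose processed signal is a background-corrected intensity on a linear scale, together with spot medians, local background and flags. A table of processed values on the log2 scale was also deposited by the authors, with medians of 5.36 to 5.38 on the 9 arrays. How that table was background-corrected is not given in the sources used here. Its values ranked closest to the uncorrected spot medians, with a Spearman correlation across probes of 0.994 to 0.999 per array, against 0.967 to 0.996 for the processed signal, and its direction was that of the signal. Quantile normalization and a filter on low intensities are stated in the methods. No column of per-sample values was left unused.

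The main values were log2 processed signals of the 14236 circRNA probes, without spots marked as non-uniform or population outliers, quantile normalized over the 9 arrays with limma 3.58.1 in R 4.3.3. Control spots were left out, as were 94 vendor probes printed in 10 spots each, which were used for the spot noise where their mean signal was above 50. Probes well above background on at least 3 of the 9 arrays were tested. No circRNA spot was marked as saturated. All 3 comparisons (IRI vs. sham, IPC vs. IRI and IPC vs. sham) came from a limma fit on all 9 arrays, which share 1 estimate of the spread, with 6 residual and 3.80 prior degrees of freedom. The 3 groups were also compared by a pseudo-F on Euclidean distances with an exact permutation test.

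The number of arrays limits the precision. Between 46.8% and 80.6% of the circRNA probes were well above background on an array. For vendor probes with a mean signal above 50, the median SD of the log2 signal over 10 spots was 0.055 to 0.098. A probe not well above background on any array of a group has only a bound there. None of the probes named in the text was in that position.

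The following choices were fixed before the data were examined: the main settings, scaling to the 75th percentile, normexp background correction (offset 50), no background correction, the deposited values, other filters on dim probes, the methods' t-test, a fit on only the 2 groups compared, the replicate number or the scan as a block, array weights, an intensity trend in the variance, flagged spots kept, and each array left out in turn. The spot mean named for the background alternatives is not a column of the files used here, so the spot median took its place. That exchange, the combinations of the scan block with the other settings, and the permutation of labels within scans were chosen after seeing the data.

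The rule for naming circRNAs was also fixed in advance. It covered each circRNA the paper names, whose table values had been read by then, and in each of the comparisons IRI vs. sham and IPC vs. IRI the 3 increased and 3 decreased circRNAs with the largest log2 fold change among altered ones whose arrays did not overlap. The files do not pair probe IDs with circRNA names. No value is therefore given for a circRNA by name, and only the first increased and first decreased probe of each comparison is named by ID. For the same reason no genomic position is given.

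The fits were tested on simulated data for IRI vs. sham with 10466 circRNAs, of which 200 were changed. Of the 4-fold changes limma recovered 97%, and of the 2-fold changes 78%, and it called 1.90% of the unchanged circRNAs. After Benjamini-Hochberg adjustment it made 49 calls, all of them true. The fit with the scan as a block recovered 98% and 85%, called 3.25% of the unchanged circRNAs, and made 116 adjusted calls, of which 109 were true. The methods' t-test, which the paper's text names for other data than the arrays, recovered 92% and 59%, called 1.23% of the unchanged circRNAs, and made 14 adjusted calls, of which 11 were true. The mRNA arrays, qRT-PCR and pathway analyses were not analysed here.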

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

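The normexp and uncorrected fits of the spot median and each combination of the scan block with another setting, and the permutation within scans, were chosen after seeing the data.

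The main counts of altered circRNAs were 252 increased in IRI vs. sham, 179 decreased in IRI vs. sham, 215 increased in IPC vs. IRI, 160 decreased in IPC vs. IRI, 155 increased in IPC vs. sham, 92 decreased in IPC vs. sham, 62 increased in IRI and decreased in IPC and 70 decreased in IRI and increased in IPC. Counts that moved by more than 1.5 times under an alternative are given by setting, and the cause of each move was not tested unless stated. Scaling to the 75th percentile, no filter on dim probes, the weaker detection filter, a fit on only the 2 groups compared, an intensity trend in the variance and flagged spots kept each left all these counts within 1.5 times.

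Normexp background correction of the spot median gave 73 increased in IRI vs. sham, 39 decreased in IRI vs. sham, 54 increased in IPC vs. IRI, 30 decreased in IPC vs. IRI, 24 increased in IPC vs. sham, 11 decreased in IPC vs. sham, 21 increased in IRI and decreased in IPC and 21 decreased in IRI and increased in IPC. The uncorrected spot median gave 114 increased in IRI vs. sham, 61 decreased in IRI vs. sham, 78 increased in IPC vs. IRI, 52 decreased in IPC vs. IRI, 50 increased in IPC vs. sham, 17 decreased in IPC vs. sham, 40 increased in IRI and decreased in IPC and 25 decreased in IRI and increased in IPC. On the deposited values, limma gave 123 increased in IRI vs. sham, 84 decreased in IRI vs. sham, 95 increased in IPC vs. IRI, 51 decreased in IPC vs. IRI, 66 increased in IPC vs. sham, 21 decreased in IPC vs. sham, 38 increased in IRI and decreased in IPC and 33 decreased in IRI and increased in IPC. Restricting the test to circRNAs well above background on all 9 arrays left 105 decreased in IRI vs. sham, 121 increased in IPC vs. IRI, 73 decreased in IPC vs. IRI, 82 increased in IPC vs. sham, 22 decreased in IPC vs. sham and 42 decreased in IRI and increased in IPC. The methods' t-test on the main values gave 125 increased in IRI vs. sham, 94 decreased in IRI vs. sham, 104 increased in IPC vs. IRI, 64 decreased in IPC vs. IRI, 100 increased in IPC vs. sham, 47 decreased in IPC vs. sham, 14 increased in IRI and decreased in IPC and 26 decreased in IRI and increased in IPC. On the deposited values, the methods' t-test gave 39 increased in IRI vs. sham, 38 decreased in IRI vs. sham, 43 increased in IPC vs. IRI, 7 decreased in IPC vs. IRI, 36 increased in IPC vs. sham, 7 decreased in IPC vs. sham, 3 increased in IRI and decreased in IPC and 12 decreased in IRI and increased in IPC. With the scan as a block, the counts were 309 decreased in IRI vs. sham, 331 increased in IPC vs. IRI, 274 decreased in IPC vs. IRI, 252 increased in IPC vs. sham, 185 decreased in IPC vs. sham, 99 increased in IRI and decreased in IPC and 129 decreased in IRI and increased in IPC. Within scan 1 there were 241 increased in IPC vs. sham, 229 decreased in IPC vs. sham and 34 increased in IRI and decreased in IPC. Array weights gave 263 decreased in IPC vs. IRI, 363 increased in IPC vs. sham and 267 decreased in IPC vs. sham. Deposited values with the scan as a block gave 155 increased in IRI vs. sham, 109 decreased in IRI vs. sham, 132 increased in IPC vs. IRI, 81 decreased in IPC vs. IRI, 84 increased in IPC vs. sham and 29 decreased in IPC vs. sham. Scaling to the 75th percentile with the scan as a block gave 260 decreased in IPC vs. IRI, 249 increased in IPC vs. sham, 140 decreased in IPC vs. sham and 106 increased in IRI and decreased in IPC. Normexp with the scan as a block gave 82 increased in IRI vs. sham, 53 decreased in IRI vs. sham, 76 increased in IPC vs. IRI, 39 decreased in IPC vs. IRI, 33 increased in IPC vs. sham, 15 decreased in IPC vs. sham, 25 increased in IRI and decreased in IPC and 28 decreased in IRI and increased in IPC. Uncorrected spot medians with the scan as a block gave 137 increased in IRI vs. sham, 86 decreased in IRI vs. sham, 107 increased in IPC vs. IRI, 76 decreased in IPC vs. IRI, 64 increased in IPC vs. sham, 27 decreased in IPC vs. sham and 36 decreased in IRI and increased in IPC. The filter on all 9 arrays left 5958 detected circRNAs, fewer by its construction.

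Leaving out each array in turn, with and without the scan as a block, the ranges were 169 to 528 increased in IRI vs. sham, 115 to 610 decreased in IRI vs. sham, 155 to 660 increased in IPC vs. IRI, 111 to 472 decreased in IPC vs. IRI, 88 to 345 increased in IPC vs. sham, 56 to 315 decreased in IPC vs. sham, 28 to 278 increased in IRI and decreased in IPC and 48 to 348 decreased in IRI and increased in IPC. Removing an array leaves 2 in its group, and where the scan is a block a lone array is assumed to vary like the others. The number past the adjusted P in limma was 0 for both IRI vs. sham, where 439 had an unadjusted P below 0.05, and IPC vs. IRI, where 385 did. Leaving out arrays gave 0 to 1 and 0 to 4. The 1 circRNA came with the scan as a block without sham replicate 1, and the 4 with the scan as a block without IRI replicate 3. The methods' t-test gave 0 for both on the main and on the deposited values.

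Between sham replicate 1 and IRI replicate 1, read in different scans, the deviations from the group means correlated at -0.56. Between sham replicate 2 and IPC replicate 2, read in the same scan, they correlated at 0.53. The scan was not removed from these deviations, so they cannot tell whether the replicate numbers pair the arrays. With the replicate block, limma gave 201 increased in IRI vs. sham, 144 decreased in IRI vs. sham, 177 increased in IPC vs. IRI, 141 decreased in IPC vs. IRI, 118 increased in IPC vs. sham, 83 decreased in IPC vs. sham, 56 increased in IRI and decreased in IPC and 64 decreased in IRI and increased in IPC.

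The one-sided P of the exact permutation test for the separation of the groups stayed above 0.05 under every alternative run, while the pseudo-F itself ranged from 0.702 to 1.04 when 1 array was left out, the highest without IPC replicate 3 (exact permutation test, one-sided P = 0.379), and was 1.48 with the scan means removed (exact permutation test, one-sided P = 0.178). None of the 12 probes chosen by the naming rule changed direction under any alternative. The methods' t-test left 10 of the 12 at an unadjusted P below 0.05 on the main values and 10 on the deposited values. The fit within scan 1 left 11 at such a P, and the scan block without IRI replicate 1 or without IRI replicate 2 left 11 each. On the deposited values some of the 12 had log2 fold changes of 0.57, 0.43 and -0.38, short of the 1.5-fold limit of 0.585. Those probes were therefore not altered on the deposited values, with limma or with the methods' t-test. The filter on all 9 arrays tested 3 of the 12. As for signal over background, 5958 of the 10536 detected circRNAs were well above background on all 9 arrays, and the rest were not on at least 1.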

Differences from the paper's values

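The normexp fits of the spot median, alone and with the scan as a block, were chosen after seeing the data. The paper's value for circRNAs detected is 10535, and 10536 were detected here.

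For IRI vs. sham, the paper's values are 39 increased and 38 decreased circRNAs, against 252 and 179 here. For IPC vs. IRI, the paper's values are 43 increased and 7 decreased, against 215 and 160. For circRNAs increased in IRI and decreased in IPC the paper's value is 3, against 62, and for those decreased in IRI and increased in IPC it is 12, against 70. Of the alternatives set before the data were examined, the methods' t-test on the deposited values gave the paper's count in all 6 cases. The paper's text names this test for other data and limma for the arrays. The others set then stayed apart from the paper's counts in all 6 cases. Normexp background correction of the spot median, an exchange made after seeing the values, came within 1.5 times for IRI vs. sham decreased, with 39, and for IPC vs. IRI increased, with 54. Combined with the scan as a block, also chosen after seeing the values, it gave 53 decreased for IRI vs. sham. Without the block, normexp kept as altered 9 of the 10 probes set against Table 2 and 8 of the 10 set against Table 3.

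The right heat map of Fig. 2D shows most of its circRNAs lower in the columns marked IPC than in those marked IRI. On the deposited values the methods' t-test gave 43 circRNAs higher in IPC and 7 lower, the direction of the paper's text.

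The paper ranks the circRNAs of Table 3 by fold change. Of the probes set against its decreased circRNAs, ASCRP4000895 had the largest decrease here, with a log2 fold change of -2.09 against -2.08 for the next. That lead lies within its standard error of 0.52, and its signal was well above background on only 1 of the 3 IPC arrays, so its place in the order is uncertain. On the deposited values, which give the order of the table, it had the smallest of them, -0.78, and the probe at -2.08 had the largest, -1.86.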

Other observations

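The tests on IRI replicate 3 were chosen only after the result was seen, and the tests across scans were prompted by the plot of principal components.

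The divisions of the arrays are too few to exclude chance for the number of altered circRNAs. Of the 10 ways to divide 6 arrays into 3 and 3, which cannot give a share under 0.1, 5 had as many altered circRNAs as IRI vs. sham, 7 as many as IPC vs. IRI and 6 as many as IPC vs. sham, the real division included. The divisions with the largest counts put both scan 2 arrays in 1 group, with up to 1196, 1659 and 1432 altered circRNAs. Of the 6 divisions that balance the scans, where the share cannot fall under 1 in 6, the real one had the highest count for IRI vs. sham, 431 against 425 and 417 for the next 2, and 3 and 2 had as many as the real one for the other comparisons. Simulated unchanged groups gave fewer altered circRNAs in each of 200 simulations, with a median of 202.5 and a range of 166 to 243 against 431 for IRI vs. sham, and a median of 203.5 and a range of 167 to 240 against 375 for IPC vs. IRI. Blocked by scan, limma gave 666 and 605, against 308 to 402 and 305 to 412 in the simulations. The simulated circRNAs varied independently of each other, which real ones need not do, so the simulations alone do not exclude chance.

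The share of circRNAs with an unadjusted P below 0.05 was below the nominal 5%, at 4.17% for IRI vs. sham and 3.65% for IPC vs. IRI. A candidate explanation is that the difference between scans lies within every group and widens its spread. The shares rose with the scan as a block to 7.14% and 6.78%, as this explanation needs. In simulated unchanged groups with the scan difference the median share for IRI vs. sham was 2.15% without the block, with a range of 1.80% to 2.50%, and 5.25% with it, with a range of 4.58% to 5.74%. Both observed shares for IRI vs. sham lay above these ranges, which again assume independent circRNAs.

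For IPC vs. sham, which the paper does not report, limma gave 155 increased and 92 decreased circRNAs, with 253 at an unadjusted P below 0.05, or 2.40%, and 0 past the adjustment. The methods' t-test on the deposited values and array weights gave 1 past it each, and the scan block without sham replicate 1 gave 1. Without IPC replicate 3 the counts were 305 and 315. The number increased was 242 without sham replicate 2, 102 without sham replicate 3 and 88 without IPC replicate 2, and the number decreased was 56 without IPC replicate 1.

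The 132 circRNAs altered in opposite directions exceeded the median of 45 in simulated unchanged groups that share the IRI arrays, and none of the 200 simulations gave as many. The simulated circRNAs varied independently, which real ones need not do. Of 100 drawn divisions of the 9 arrays into 3 groups, 27 gave as many as the real one, so chance was not excluded. Of the 33 drawn divisions with 1 scan 2 array in each group, 2 gave as many, and of the other 67, 25 did. For the methods' t-test on the deposited values, 11 of the 100 gave at least 15, of which 2 were among the 33 and 9 among the 67. The scan difference may therefore account for part of what other divisions give. Without IRI replicate 3 the counts were 193 and 167, and without IRI replicate 2 28 and 108. The number increased in IRI and decreased in IPC was 35 without sham replicate 2 and 37 without IPC replicate 3. How far the shared arrays account for the real number stays open.

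The IRI minus sham differences of scan 1 and of scan 2, which share no array, correlated at 0.41 across 10466 circRNAs, which are not independent replicates. Of 540 relabelings of the arrays within scans, 8 gave a correlation as high (exact permutation test, one-sided P = 0.0148, adjusted P 0.0593 over 4 such correlations). On values scaled to the 75th percentile the one-sided P of that exact permutation test was 0.0481. This is consistent with an IRI response present in both scans, though it did not pass the adjustment. The IPC minus IRI differences of one scan against the IRI minus sham differences of the other correlated at -0.28, and 36 of 540 relabelings gave a correlation as low (exact permutation test, one-sided P = 0.0667), so whether IPC reverses part of the IRI response cannot be told apart from chance with these arrays.

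Leaving out IRI replicate 3 raised the number of altered circRNAs for IRI vs. sham to 600. Over 1163 circRNAs chosen by their IRI difference in scan 2, the median log2 difference in that direction was 0.57 for IRI replicate 1, with 86.4% of the circRNAs in the direction, and -0.00133 for IRI replicate 3, with 50.0%. The sham and IPC arrays of scan 1 had -0.25 to 0.21. This is consistent with a liver without the response of the other IRI livers, or with a wrong label, and these were not told apart. The tables argue against the scan difference as the whole cause. With the scan as a block, the number without IRI replicate 3 was 1138 for IRI vs. sham and 1132 for IPC vs. IRI, against 458 to 687 and 480 to 756 without any 1 of the other arrays. IRI replicates 1 and 3 were read in the same scan and lay 0.572 apart, against a range of 0.456 among the sham and IPC arrays. Over 523 circRNAs well above background on all 9 arrays the gap was 0.543 against a range of 0.710, and over 418 on the deposited values it was 0.547 against 0.577. The brighter signal of IRI replicate 3 stays open, since over the bright circRNAs the gap did not exceed the range.

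The supplement lists 134 entries with 119 symbols as targets. Of these symbols, 18 share none of the 5 miRNAs of Table 4. Jade1 is among the 18, with 3 miRNAs listed.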
